A study of Arabidopsis thaliana with 30 samples. Its data were reported in "Extensive transcriptomic and epigenomic remodelling occurs during Arabidopsis thaliana germination" (2017).

How the data were processed

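RNA was taken from *Arabidopsis thaliana* Col-0 seeds and seedlings at 10 time points, with 3 libraries per time point and 30 libraries in all. These were seed frozen at harvest (H), dry seed after a period of ripening (0 h), imbibed seed after 1, 12 and 48 h of stratification in the cold and dark (S), and seed or seedlings 1, 6, 12, 24 and 48 h after the transfer from 48 h of stratification to continuous light (SL). Per the labels the libraries were unstranded and made with a TruSeq total RNA kit after selection of polyadenylated RNA, whereas the methods of the study name the total RNA kit alone, so it is open how RNA without a poly(A) tail was removed. The labels also differ among themselves by 1 day in the length of the ripening period.

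The gene table held read counts that the authors made by trimming with TrimGalore, aligning with HISAT2 to the TAIR10 genome and counting reads per gene of the Araport11 annotation with featureCounts. It listed 38217 features, of which 37336 were annotated genes and 881 were unannotated loci that the authors assembled with Cufflinks. The authors' treatment of reads that match several places or overlapping genes was not stated. Counts of genes with near-identical copies (storage proteins, antenna proteins, histones, small heat shock proteins, ribosomal RNA) and of overlapping or antisense genes are therefore uncertain. The gene length in that table was the summed exon length as deposited. A second deposited table gave log2 expression values of the authors for 24514 genes they called differentially expressed. These were taken to be a regularised log from DESeq2, which was inferred from the values, since the methods name that transform for other data alone. Another table gave a signal per transcript and library that the authors derived with Salmon and Sleuth, namely TPM, a share of transcripts corrected for length, divided by a size factor per library. The size factor was inferred from the library sums, and only transcripts that passed the authors' abundance filter were listed. In the authors' deposited table of transcript tests, p-values and q-values came from the Sleuth likelihood ratio test of time with 9 degrees of freedom. Depth per transcript is unknown for the TPM values.

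Gene names, descriptions and positions came from an NCBI reference of the same TAIR10 assembly. Of the annotated genes, 37051 (99.2%) were matched by locus tag, and 99.5% of those had the same start and end in both. All columns of per-sample values could be assigned to a library.

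The total count per library ranged from 8234345 to 76294780 reads, with a median of 47254122. Intervals on shares of reads were 95% Wilson intervals. They cover counting error alone, since the reads carried no molecular identifiers. A level of 3 reads was taken as the floor. A fold change against a time point whose libraries all lay at or under it is given as a bound.

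The choice of groups, tests, samples, thresholds, gene lists and the rule for naming genes was made before the data were examined. A time effect was tested with the DESeq2 likelihood ratio test (version 1.42.0; time as a factor against an intercept) over all genes with at least 1 read. A Benjamini-Hochberg adjusted p below 0.01 counted as a call, as in the methods of the study. Changes between 2 time points were tested with the edgeR quasi-likelihood test (version 4.0.16) after TMM normalisation and filterByExpr (minimum count 10), with all 30 libraries in 1 fit and adjustment within each of 11 comparisons. These were the 9 steps between consecutive time points, 0 h to 48 h SL and 12 h SL to 48 h SL. Standard errors (SE) are those of the log2 fold change. Levels are given as CPM, which are counts scaled to a common total of the whole library without TMM. A change in CPM can therefore differ from the TMM log2 fold change where the composition of the libraries shifts.

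Genes with a time effect were grouped by Ward clustering on the Euclidean distance of standardised time point means of log2(normalised count + 1) into 3 clusters. For isoforms, the 2 transcripts of a gene with the highest mean TPM were compared where each had a mean above 0.1. A ratio was called inverted where the ratio of the time point means was above 2 at 1 time point and below 0.5 at another. Isoforms were called anti-correlated where the Pearson correlation over the 10 time point means lay below -0.5. The log2 ratio with a pseudocount of 0.1 was tested with a limma F-test (version 3.58.1). Fold changes on this scale understate the change of low transcripts. Gene lists were tested with camera (preset inter-gene correlation 0.01) on voom values, adjusted over 10 tests. The lists held 8 transcription factors that the study followed up in mutant lines, 10 components of DNA methylation and demethylation, antenna proteins, seed storage proteins, pentatricopeptide repeat proteins, core histones and SR splicing factors.

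For each comparison the text names the gene with the largest rise and the gene with the largest fall among those with an adjusted p below 0.01, at least 10 reads in each library of both time points and no overlap in CPM between the time points. For isoform ratios it names the 3 genes with the largest range among those called by limma and inverted in all libraries of both time points, with a mean of at least 1 TPM for both isoforms.

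The steps were tested on simulated values with known changes at 1 time point, namely counts drawn from the mean share of each gene, the real library sizes and the trended dispersion, and isoform log2 ratios drawn with the spread of each gene. These simulations hold no change in composition and no outlying library. The likelihood ratio test recovered 148 of 200 changed genes and called 14 others among 23222 genes, which is above its nominal rate. The edgeR contrast recovered 134 of 200 and called 0 others among 22286 genes, with a median error of 0.185 in the log2 fold change. The limma test recovered 164 of 200 changed isoform ratios and called 1 other among 8324 genes. Among 100 unchanged gene lists, camera called 0. Genes were drawn independently of each other, so these lists hold no inter-gene correlation. The 0 calls therefore do not show how camera behaves on correlated genes.

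Alternatives covered other tests, normalisations, filters, fold change minimums, linkages, pseudocounts, bounds and list tests, fits on the 6 libraries of a comparison alone, and fits without each library in turn. Alternatives chosen after seeing the data were the removal of ribosomal RNA loci, the removal of the gene length trend of each library, cleaned storage protein and histone lists, the clustering without each library in turn, and the whole count of unannotated loci. Other data types of the study and the transcripts that the abundance filter removed were not used here. R 4.3.3, Python 3.11.15 and matplotlib 3.10.9 were used.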

Results

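Gene expression was measured by RNA-seq in *Arabidopsis thaliana* over germination. The time course began with freshly harvested seed (H) and ripened dry seed (0 h). Stratification followed, a period in the cold and dark (1, 12 and 48 h S). Growth in continuous light came last (1, 6, 12, 24 and 48 h SL). The study expected these seeds to lack dormancy and stratified them to follow common laboratory practice. Each of the 10 time points had 3 libraries. Total counts ranged from 8234345 reads in 1 h S replicate 2 to 76294780 reads in 48 h SL replicate 3, a 9.27-fold span. Replicate 3 of 12 h SL was the next lowest with 12038278 reads. The 10 most abundant genes took 25.7% to 27.2% of the reads in the H libraries and 4.82% to 5.001% in the 48 h SL libraries. The highest share was 28.2% in 1 h S replicate 1. Replicate 3 of 12 h SL had 19.3%, against 4.81% and 5.18% in the other replicates, and its nuclear ribosomal RNA loci took 13.2% of the reads (95% Wilson interval 13.2% to 13.2%). Across genes, the Spearman correlation of replicates was 0.942 to 0.998 within time points. The lowest value was that of replicates 1 and 2 of 1 h S. No replicate pair matched within counting noise (lowest chi-square per degree of freedom 2.70), so none was taken as a repeat deposit of the same library. This cannot tell separate seed samples from libraries made of one sample. Replicates were taken as separate on the labels and on the methods of the study. These state 3 biological replicates, with the seeds taken from one batch of plants.

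**Figure D1:**
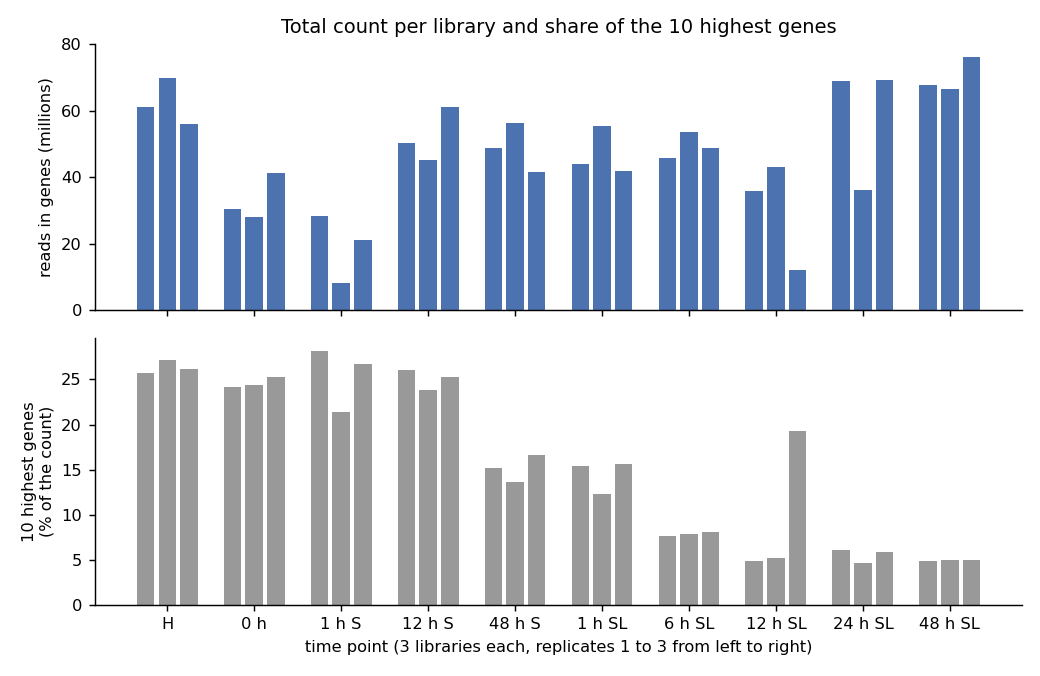
Total reads in genes (upper bars) and the share of the 10 most abundant genes in percent (lower bars) for each of the 30 libraries. The lowest total is that of 1 h S replicate 2, and 12 h SL replicate 3 has a share of 19.3% against 4.81% and 5.18% in the other replicates of that time point.

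The study asked how far the transcriptome is reprogrammed from dry seed to seedling. Of the 32046 features with at least 1 read, 23656 (73.8%) had a time effect (DESeq2 likelihood ratio test, Benjamini-Hochberg adjusted p below 0.01). The alternative that moved this count most was the edgeR quasi-likelihood F-test, with 23036 genes. The range between the highest and lowest time point mean was at least 2-fold for 98.4% of the genes called, with a median of 14.2-fold. The highest mean normalised count fell at 48 h SL for 6370 genes and at H for 3952 genes. At 1 h S it fell for 654 genes, the lowest number of any time point. Of the genes called, 23655 were also listed in the log2 expression table of 24514 genes the authors deposited. The 859 other entries of that table were not called here, and 238 of these had an adjusted p below 0.05.

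The comparisons of consecutive time points showed when expression changed. From H to 0 h, which spans the ripening of the dry seed, 594 genes were higher and 1454 lower at 0 h (edgeR quasi-likelihood test, adjusted p below 0.01, 23222 genes tested). This comparison and the next were those that alternatives moved most. With the spread estimated from the 6 libraries of H and 0 h alone, 9687 genes were called, which included 2016 of the 2048 called with all 30 libraries. Without 0 h replicate 2, 88 genes were called higher and 336 lower. From 0 h to 1 h S, 288 genes were higher and 473 lower. With the 6 libraries alone 0 genes were called in this step, although 3354 had an unadjusted p under 0.05. Without 0 h replicate 3, 1 gene was called higher and 79 lower, and without 1 h S replicate 1 the numbers were 1830 and 1102. Of the 288 genes higher at 1 h S, 145 (50.3%) were among 710 genes that reached at least 50 CPM from 12 h S on and lay below 1% of that level in the mean of the H and 0 h libraries. In the fit without 1 h S replicate 2, 5 genes were called higher, and without 0 h replicate 1 or 2 the numbers were 21 and 31.

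From 1 h S to 12 h S, 4206 genes rose and 4103 fell, and from 12 h S to 48 h S, still in the cold and dark, 6277 rose and 5764 fell. At 1 h SL, 1028 genes were higher and 851 lower than at 48 h S. Without 48 h S replicate 2 the numbers were 589 and 410. By the labels the transfer to light also took the seeds out of the cold, so light and warming cannot be told apart in this step. From 1 h SL to 6 h SL, 4016 genes rose and 3903 fell. From 6 h SL to 12 h SL the numbers were 2495 and 2994, from 12 h SL to 24 h SL 6019 and 5106, and from 24 h SL to 48 h SL 5080 and 4422. The share of genes whose libraries did not overlap between the time points ranged from 22.4% at 0 h to 1 h S to 70.1% at 12 h S to 48 h S, where chance gives 10%. At H to 0 h it was 55.5%, above the 43.9% at 1 h S to 12 h S, 47.8% at 1 h SL to 6 h SL and 46.9% at 6 h SL to 12 h SL. With the 6 libraries of each comparison alone these steps had 9687, 2960, 4944 and 4833 changed genes, so the rank of H to 0 h among the steps depends on the fit. Between dry seed and seedling, from 0 h to 48 h SL, 10642 genes were higher and 7736 lower, and 92.1% of genes did not overlap. Of the changed genes, 87.1% changed at least 2-fold. From 12 h SL to 48 h SL, 8707 genes were higher and 7234 lower.

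The direction of change depended on the scaling in some comparisons. The median log2 fold change of all genes tested from 0 h to 48 h SL was 0.44 with TMM and 1.66 with library size alone. From 12 h SL to 48 h SL the medians were 0.14 and 0.50. Log2 fold changes in these comparisons are therefore to be read relative to a shift of that size. With library size alone the medians were also above 0.1 at 0 h to 1 h S (0.20), 12 h S to 48 h S (0.30), 48 h S to 1 h SL (0.11), 6 h SL to 12 h SL (0.16) and 12 h SL to 24 h SL (0.35), while those with TMM lay between -0.09 and 0.08. With DESeq2 size factors the median was -0.25 at 1 h S to 12 h S. From H to 0 h, 594 of the 2048 genes called with TMM were higher. Each other scaling called its own set of genes, of which 69.5% were higher with library size alone and 47.1% with DESeq2 size factors. With the 6 libraries alone 4657 genes were higher and 5030 lower. The excess of falling transcripts in this step therefore depends on the scaling and on the fit with all 30 libraries.

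**Figure D2:**
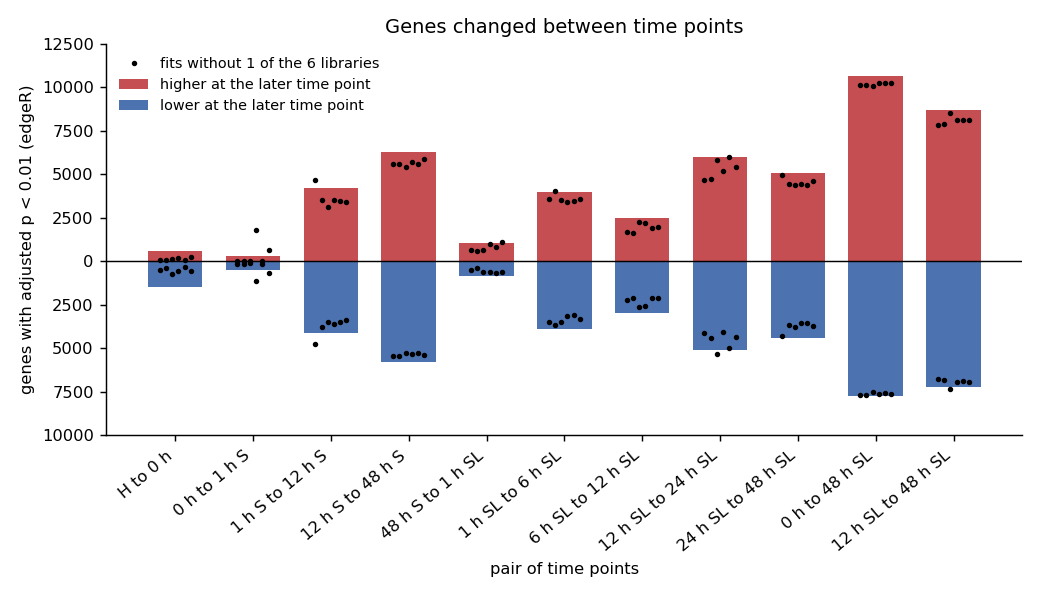
Number of genes with an edgeR adjusted p below 0.01 that were higher (bars above 0) or lower (bars below 0) at the later time point, for 9 steps and 2 longer comparisons with 3 libraries per time point. Points are the counts in fits without 1 of the 6 libraries, which for 0 h to 1 h S spread from 1 to 1830 higher genes.

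Positions are on the TAIR10 assembly and levels are mean CPM ± SD of 3 libraries. At H to 0 h the largest rise that passed the rule was that of AT2G33847, an uncharacterised protein gene (chromosome 2, 14318964 to 14320714, overlapped by AT2G33845 and AT2G08640). Its log2 fold change was 4.55 (SE 0.93, adjusted p = 0.00171), but 0 h replicate 2 held 399 reads of it against 22 and 15 in the other replicates, and without that library the value was 1.36 (adjusted p = 0.249). The largest fall was that of AT1G49490, a leucine-rich repeat protein gene (chromosome 1, 18317259 to 18320210), from 7.13 ± 0.60 to 1.08 ± 0.30 CPM. Its log2 fold change was -2.81 (SE 0.35, adjusted p = 2.79e-05). At 0 h to 1 h S the peroxidase gene AT4G30170 (chromosome 4, 14762819 to 14764636) rose by 3.08 (SE 0.62, adjusted p = 0.00329). The level in 1 h S replicate 2 was 15.2 CPM against 0.70 and 2.82 in the others, without it the rise was 1.76 (adjusted p = 0.0716), and with the 6 libraries alone the adjusted p was 0.182. The stress-responsive gene KIN1 (AT5G15960, chromosome 5, 5209717 to 5210826) went from 4.29 ± 0.60 to 0.86 ± 0.42 CPM, with a log2 fold change of -2.66 (SE 0.30, adjusted p = 1.48e-05). It was not called with the 6 libraries alone (adjusted p = 0.0755).

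From 1 h S to 12 h S, CAF1a (AT3G44260, chromosome 3, 15952008 to 15953346), annotated as a ribonuclease H-like protein, rose from 3.17 ± 3.16 to 132 ± 12.1 CPM (log2 fold change 5.73, SE 0.42, adjusted p = 1.54e-11). The RING/U-box gene AT3G30460 (chromosome 3, 12104312 to 12105111) fell from 11.1 ± 1.91 to 0.40 ± 0.12 CPM (log2 fold change -4.80, SE 0.31, adjusted p = 1.81e-12). From 12 h S to 48 h S, DGR2 (AT5G25460, chromosome 5, 8863224 to 8865677, overlapped by AT5G03985 and AT5G25470) rose from 21.7 ± 4.80 to 6343 ± 452 CPM (log2 fold change 7.91, SE 0.54, adjusted p = 1.43e-12). The oxygenase gene AT2G38240 (chromosome 2, 16012535 to 16014991) fell from 121 ± 32.96 to 1.63 ± 0.22 CPM (log2 fold change -6.49, SE 0.34, adjusted p = 9.71e-15). These adjusted p-values and those that follow for single genes are from edgeR.

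From 48 h S to 1 h SL, the heat shock factor gene HSFA2 (AT2G26150, chromosome 2, 11135624 to 11137792) rose from 0.66 ± 0.24 to 199.7 ± 109 CPM (log2 fold change 8.08, SE 0.32, adjusted p = 6.08e-16), with 112 to 322 CPM in the 3 libraries of 1 h SL. FKF1 (AT1G68050, chromosome 1, 25508639 to 25510907, overlapped by AT1G68060) fell from 14.0 ± 1.09 to 2.14 ± 0.23 CPM (log2 fold change -2.79, SE 0.22, adjusted p = 5.03e-10). From 1 h SL to 6 h SL the expansin gene EXPA2 (AT5G05290, chromosome 5, 1568694 to 1569915, overlapped by AT5G05300) rose from 3.24 ± 0.54 to 353 ± 97.2 CPM (log2 fold change 6.64, SE 0.66, adjusted p = 6.35e-09). Another heat shock factor gene, HSFA7A (AT3G51910, chromosome 3, 19265141 to 19266806), fell from 135 ± 36.0 to 1.28 ± 0.26 CPM (log2 fold change -6.83, SE 0.29, adjusted p = 6.00e-15).

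From 6 h SL to 12 h SL the papain family protease gene AT1G29080 (chromosome 1, 10157494 to 10158805) rose from 0.55 ± 0.34 to 32.6 ± 6.97 CPM (log2 fold change 5.73, SE 0.51, adjusted p = 8.17e-09). The HSP20-like gene AT2G29500 (chromosome 2, 12633065 to 12634120) fell from 150.3 ± 56.9 to 7.81 ± 1.17 CPM (log2 fold change -4.41, SE 0.28, adjusted p = 5.10e-11). From 12 h SL to 24 h SL the monodehydroascorbate reductase gene MDHAR (AT3G09940, chromosome 3, 3056375 to 3059244) rose from 1.02 ± 0.63 to 56.3 ± 2.54 CPM (log2 fold change 5.76, SE 0.49, adjusted p = 3.81e-10). The largest fall was that of the 18S ribosomal RNA gene AT2G01010 (chromosome 2, 3706 to 5513), by 8.05 (SE 1.30, adjusted p = 7.99e-06), where 12 h SL replicate 3 held 360.4 CPM against 1.87 and 7.56 in the others. Without that library the log2 fold change was -3.34. From 24 h SL to 48 h SL the lipase-like gene TLL1 (AT1G45201, chromosome 1, 17123785 to 17129223) rose from 0.59 ± 0.30 to 223 ± 15.8 CPM (log2 fold change 8.56, SE 0.70, adjusted p = 9.71e-11). AT1G29080 fell again, from 78.6 ± 5.41 to 0.89 ± 0.22 CPM (log2 fold change -6.53, SE 0.50, adjusted p = 3.13e-11).

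TLL1 was also the gene with the largest rise from 0 h to 48 h SL, from 0.43 ± 0.06 CPM at 0 h (log2 fold change 7.81, SE 0.71, adjusted p = 7.04e-11). The largest fall in that comparison was that of the cell wall enzyme gene XTH25 (AT5G57550, chromosome 5, 23304782 to 23306440), from 6015 ± 121 to 6.95 ± 1.75 CPM (log2 fold change -10.99, SE 0.67, adjusted p = 3.32e-14). From 12 h SL to 48 h SL the peroxidase gene AT3G32980 (chromosome 3, 13526071 to 13530098) rose from 1.57 ± 0.87 to 296 ± 52.0 CPM (log2 fold change 7.37, SE 0.60, adjusted p = 1.98e-11). The gibberellin-regulated gene GASA6 (AT1G74670, chromosome 1, 28053030 to 28054149, overlapped by AT1G74675) fell from 1774 ± 627 to 4.20 ± 0.65 CPM (log2 fold change -9.08, SE 0.63, adjusted p = 1.52e-12).

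The genes with a time effect were grouped by profile to separate those of the seed, of stratification and of the seedling. Of the 3 clusters, 1 had its highest mean at H (9090 genes, 38.4%) and a lower level from 48 h S on. Another (5155 genes, 21.8%) was highest at 48 h S and lowest at 48 h SL. The third (9411 genes, 39.8%) rose from 48 h S to its highest level at 48 h SL. The sizes are not stable. With profiles centred but not scaled, the cluster matched to that of 48 h S held 10813 genes and was highest at 6 h SL, and that of 48 h SL held 3261. Complete linkage gave an adjusted Rand index of 0.22 with the clusters above, and the cluster matched to that of H was then highest at 48 h SL. Without 0 h replicate 3 the H cluster held 5418 genes. Without H replicate 2 the cluster left to match that of 48 h S shared 6 genes with it and was highest at 48 h SL, so that fit lost the 48 h S cluster.

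**Figure D3:**
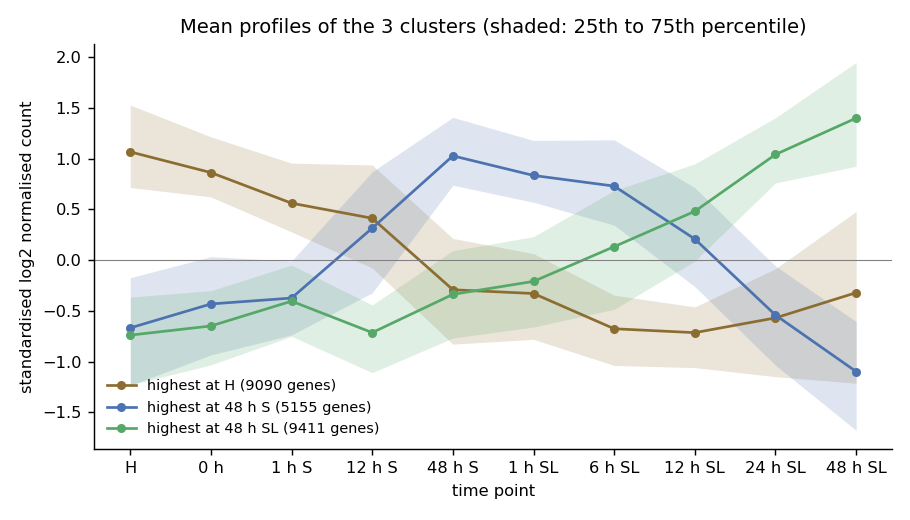
Mean standardised log2 normalised count of the 3 clusters at each of the 10 time points (lines, with the 25th to 75th percentile over genes shaded). The cluster highest at H holds 9090 genes, that highest at 48 h S 5155 and that highest at 48 h SL 9411.

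Of the 881 unannotated loci that the authors assembled, 423 had at least 1 read and 378 had a time effect by the same DESeq2 test. The study found that many of these loci overlap genes of the later Araport11 annotation, so the label holds for the annotation used in the assembly. They took 0.303% to 1.05% of the reads of a library. Their median length was 548 bp and their median normalised count 24.5, against 1681 bp and 344 for annotated genes. Of the 378 loci, 49.2% lay in the cluster highest at 48 h S, compared with 21.3% of 23278 annotated genes (Fisher's exact test, two-sided, odds ratio 3.57, p = 2.55e-32, Benjamini-Hochberg adjusted p = 1.53e-31 over 6 tests across genes, which are not independent). By the time point of the highest mean normalised count alone, 70.1% of the loci peaked between 12 h S and 24 h SL, compared with 46.3% of annotated genes. According to its methods, the study built the assembly from reads of 48 h S, 48 h SL and dry seed. That choice may by itself favour loci expressed at 48 h S, whereas annotated genes were not selected in this way. Neither comparison can therefore tell how much of the excess stems from the way the loci were found.

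The study also asked whether genes switch between isoforms over germination. In 8324 genes the 2 main isoforms both had a mean above 0.1 TPM. The ratio of the main isoforms was inverted over the time course in 701 genes. For 260 of these (37.1%) the inversion held in all 3 libraries of both time points. Random groupings of the 30 libraries into 10 sets of 3 gave 223 to 585 inverted genes, but such sets still differ in the times of their libraries, so these numbers do not measure what arises without an effect of time. The alternative that moved it most was bounds of 4 and 0.25, with 116 genes. The limma F-test on the log2 ratio called 4826 genes (58.0%) at an adjusted p below 0.01, 585 of the inverted genes among them, where the random groupings gave 0 to 4 genes. Random sets add differences between time points to the spread within a set, which by itself leaves few calls. With both isoforms above 1 TPM, 2275 of 4618 genes were called. The main isoforms were positively correlated over the time points in 88.5% of genes. In 184 genes they were anti-correlated, and random groupings gave a median of 291 such genes. Random sets mix time points and so weaken the course that both isoforms share. This median therefore does not measure what arises without an effect of time either. Of the inverted genes, 692 also had a time effect at the gene level, and 48.6% of these lay in the cluster highest at H compared with 43.7% of all genes with 2 isoforms. In the authors' deposited table of transcript tests, 35415 of 36155 transcripts with a q-value (98.0%) had a q-value below 0.01.

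The study used 3 genes as examples, which were followed here. For the splicing factor gene SR45 (AT1G16610, chromosome 1, 5675495 to 5678873) the log2 ratio of its 2 main isoforms went from -0.21 ± 0.59 (SD, n = 3) at H to 2.89 ± 0.76 at 48 h S and was 0.93 ± 0.32 at 48 h SL (limma adjusted p = 0.000843). The ratio of the means stayed above 0.5, at 0.867 at H, so it was not inverted by the rule. This ratio leaves out another isoform, AT1G16610.3, which was the most abundant of SR45 at H (14.9 TPM against 9.23 and 10.6) and at 48 h SL (11.6 TPM against 9.75 and 5.09) and stood at 0.157 TPM at 48 h S. For PIF6 (AT3G62090, chromosome 3, 22988547 to 22990709), a gene for a phytochrome-interacting factor, the log2 ratio was 1.45 ± 0.51 at 6 h SL and -1.02 ± 0.15 at 24 h SL (limma adjusted p = 0.00394). Both isoforms were then below 1 TPM, with 0.157 and 0.416 TPM at 24 h SL. The highest mean log2 ratio was 2.10 ± 1.80 at 1 h S, where replicate 2 had 4.16 against 0.83 and 1.30 in the others. Another isoform of PIF6, AT3G62090.3, was the most abundant at 1 h SL (10.5 TPM). Without any of the 24 h SL libraries the adjusted p was 0.0103 to 0.0138. For the photoreceptor gene PHYB (AT2G18790, chromosome 2, 8139756 to 8144461) the log2 ratio fell from 4.06 ± 0.11 at H to -2.34 ± 0.60 at 48 h S and returned to 3.91 ± 0.24 at 48 h SL (limma adjusted p = 1.27e-12).

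Among all genes inverted in each library of both time points, the largest ranges of the log2 ratio were those of FC2, ATM1 and AT4G20980. For FC2 (AT4G24740, chromosome 4, 12754489 to 12757866) it went from -2.60 ± 0.43 at H to 7.20 ± 0.31 at 12 h S (limma adjusted p = 2.19e-12). For ATM1 (AT3G19960, chromosome 3, 6948774 to 6957726) it went from 8.31 ± 0.23 at 12 h S to -1.28 ± 0.18 at 48 h SL (limma adjusted p = 2.88e-10). For AT4G20980 (chromosome 4, 11216881 to 11219638) it was -3.61 ± 0.45 at H and 5.83 ± 2.95 at 1 h SL (limma adjusted p = 6.30e-05), with an SD of 4.597 between the replicates of 24 h SL. Replicate 2 of 24 h SL was the highest of its time point for each of these genes (AT4G20980 6.49 against -1.84 and -1.06). Its gene levels also fell with gene length relative to the other replicates (Spearman correlation -0.732). Whether such a length trend shifts isoform ratios was not tested. The values given for FC2 and ATM1 are from other time points.

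**Figure D4:**
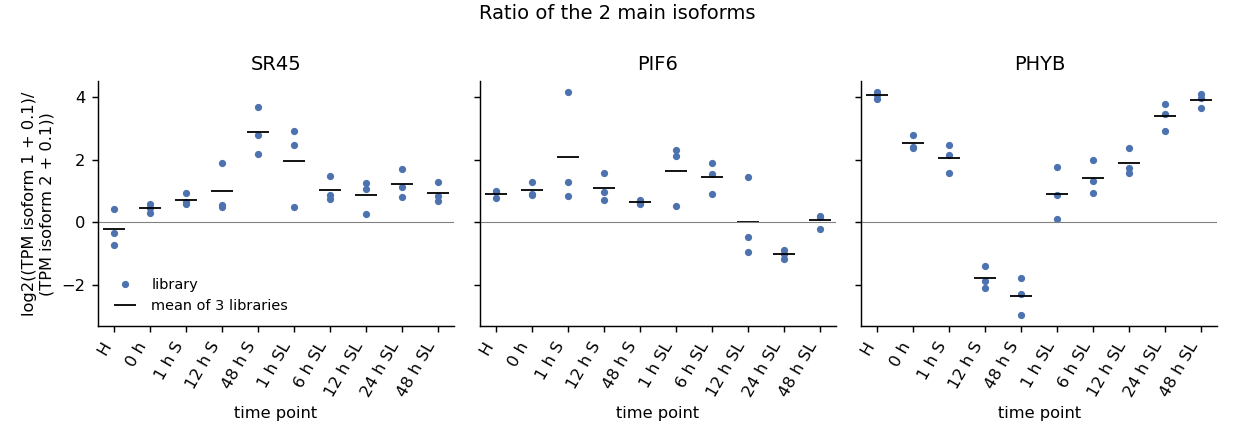
Log2 ratio of the 2 main isoforms (TPM + 0.1) of SR45, PIF6 and PHYB at the 10 time points, with points for the libraries and bars for the mean of 3. The mean for PHYB is 4.06 at H and -2.34 at 48 h S.

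The transcription factors that the study followed up in mutant lines were compared between 0 h and 48 h SL. The study chose the list on these same libraries, so its calls are not independent evidence. At an edgeR adjusted p below 0.01, 7 of the 8 were changed over all genes tested and 7 adjusted over the list alone. Library size alone gave 8 (7 higher and 1 lower), and so did the removal of the gene length trend of each library (6 higher and 2 lower). ATHB15 (AT1G52150) rose from 0.56 ± 0.11 to 38.4 ± 1.33 CPM (log2 fold change 4.86, SE 0.36, adjusted p = 1.08e-12). HAT2 (AT5G47370), LMI1 (AT5G03790) and SMB (AT1G79580) rose by 3.50, 2.19 and 2.00. VND2 (AT4G36160, overlapped by AT4G36170) had 0 reads in the 0 h libraries and WRKY14 (AT1G30650) at most 3, so their rises are bounds of at least 2.19 and 6.18 on the log2 scale. OBP1 (AT3G50410) went from 9.74 ± 0.74 CPM up to 38.2 ± 3.58 at 12 h S and 35.6 ± 8.26 at 1 h SL and then down to 1.24 ± 0.12 at 48 h SL (0 h to 48 h SL log2 fold change -4.20, SE 0.22, adjusted p = 9.29e-16). ATHB25 (AT5G65410) went from 28.2 ± 1.46 to 63.4 ± 6.09 CPM, but with TMM its log2 fold change was -0.05 (SE 0.17, adjusted p = 0.773), with library size alone it was 1.17 (adjusted p = 2.46e-05), and with the length trend removed it was -0.71 (adjusted p = 0.000570), so its direction depends on the method.

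Components of DNA methylation and demethylation were compared between the same time points. Of the 10, 7 were changed over all genes tested and 7 adjusted over the list alone. Library size alone gave 10, the largest departure. Higher at 48 h SL were CMT2 (AT4G19020), CMT3 (AT1G69770), MET1 (AT5G49160), DME (AT5G04560) and NRPD1 (AT1G63020), by 6.29, 4.90, 3.78, 3.46 and 2.22. MET1, for example, went from 2.24 ± 0.29 to 71.5 ± 4.27 CPM (SE 0.33, adjusted p = 2.68e-11). Lower were the demethylase gene ROS1 (AT2G36490), from 63.0 ± 3.26 to 12.4 ± 0.42 CPM (log2 fold change -3.56, SE 0.21, adjusted p = 2.04e-14), and DRM2 (AT5G14620), from 21.5 ± 0.35 to 13.2 ± 0.85 CPM (log2 fold change -1.93, SE 0.20, adjusted p = 7.59e-10). NRPE1 (AT2G40030) was not called (log2 fold change 0.58, adjusted p = 0.0752) except with library size alone (1.80) or the 6 libraries alone (0.45). DML2 (AT3G10010) had a log2 fold change of -0.11 (adjusted p = 0.642) with TMM, of 1.12 with library size alone (adjusted p = 6.45e-06) and of -0.79 with the length trend removed (adjusted p = 0.00181). DML3 (AT4G34060) lay at or under 3 reads at 0 h, which gives a bound of at least 0.69 (adjusted p = 0.0351).

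**Figure D5:**
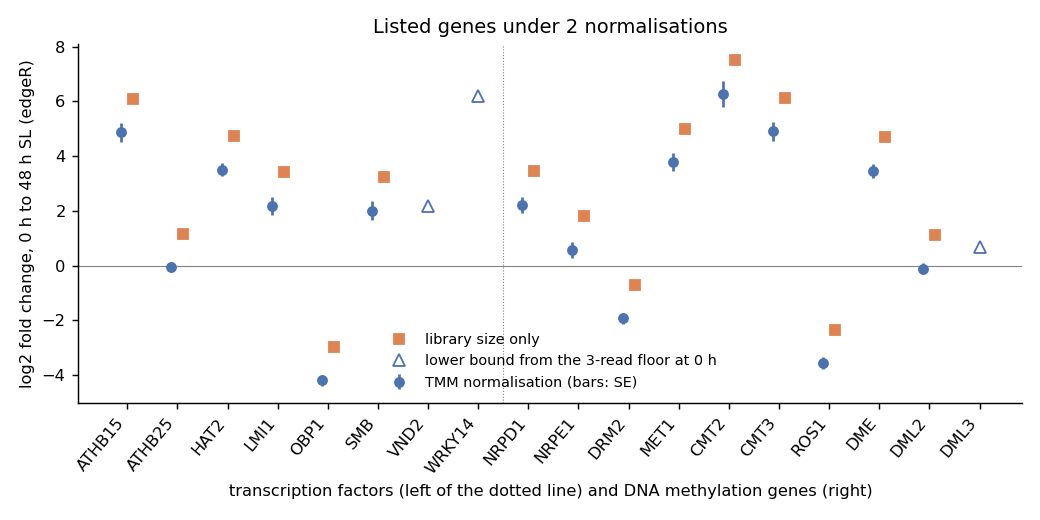
Log2 fold change from 0 h to 48 h SL of 8 transcription factors and 10 DNA methylation genes with TMM (circles, bars are SE) and with library size alone (squares), from 3 libraries per time point. Triangles are lower bounds for VND2, WRKY14 and DML3, and ATHB25 and DML2 lie below 0 with TMM and above 0 with library size alone.

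Gene lists for 5 functions were tested with camera. The lists were chosen for functions the study linked to its expression clusters, such as light, RNA splicing and histones. Those clusters came from these same libraries, so the calls are not independent evidence. Antenna proteins were higher at 48 h SL than at 0 h, with a median log2 fold change of 6.29 over 19 genes, 18 of them called higher (adjusted p = 3.23e-05), and higher than at 12 h SL (median 5.22, adjusted p = 2.70e-07). Seed storage proteins were lower, with a median of -9.19 from 0 h over 9 genes, 8 of them called lower (adjusted p = 3.63e-05), and -3.23 from 12 h SL (adjusted p = 0.000748). The exception was CRB (AT1G09340), which the symbol rule picked and which rose by 4.94. Pentatricopeptide repeat proteins had a median of 0.14 from 0 h over 241 genes, against 0.44 for all genes (adjusted p = 0.561), with 81 genes called higher and 69 lower, which became 169 and 14 with library size alone, and of -0.55 from 12 h SL, with 115 genes called lower and 15 higher (adjusted p = 3.23e-05). Core histones were not called in either comparison (medians 1.22 and -0.32, adjusted p = 0.301 and 0.217). SR splicing factors had medians of -1.09 from 0 h (adjusted p = 0.00715) and -0.38 from 12 h SL (adjusted p = 0.0171). With library size alone the SR median from 0 h was 0.13, against 1.66 for all genes, and the list was not called. All 6 calls below 0.01 held under fry and none held with an estimated inter-gene correlation, where the adjusted p of the called lists was 0.367 to 0.419. The fry test asks whether the genes of a list change at all, whereas camera sets them against other genes. Of all genes tested, 79.1% changed from 0 h to 48 h SL and 68.6% from 12 h SL to 48 h SL. Calls under fry therefore add little to those of camera.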

Values the study reported

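The study reported more than 24283 genes with differential expression over germination. It counted 620 genes in which the order of the main isoforms was inverted and 141 genes with anti-correlated isoforms. Expression at the gene level changed for 612 of the former, and 54% of those lay in its cluster that peaks in seed. Among the loci absent from the TAIR10 annotation it listed 394 with differential regulation, of which 163 remained after removal of those that overlap Araport11 genes.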

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

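The gene length correction, the removal of ribosomal RNA loci, the cleaned gene lists, the clustering without each library and the alternatives for unannotated loci were chosen after seeing the data. Over all results 1564 alternatives were run, of which 1449 kept the direction and the side of the threshold or stayed within 1.5 times the count. Of those for single genes, 681 of 698 did so, while 10 were weaker, 5 stronger and 2 reversed. The count of genes with a time effect ranged from 23036 to 23983 over its 36 alternatives. Removing ribosomal RNA loci changed none of its 61 results.

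The counts of the steps changed most. With the DESeq2 Wald test, 1769 genes were higher at 0 h than at H, 1613 higher and 942 lower at 1 h S than at 0 h, 6321 lower at 12 h S than at 1 h S, and 1572 higher and 1525 lower at 1 h SL than at 48 h S. With DESeq2 size factors, 884 genes were lower at 0 h than at H. With library size alone, 954 were higher and 419 lower at 0 h than at H, 94 lower from 0 h to 1 h S, 1963 lower from 6 h SL to 12 h SL and 4135 lower from 0 h to 48 h SL. With no filter 660 genes were higher at 1 h S than at 0 h. With the 6 libraries of a comparison alone, the counts higher and lower were 4657 and 5030 for H to 0 h, 1964 and 996 for 1 h S to 12 h S, 176 and 99 for 48 h S to 1 h SL, and 2576 and 2368 for 1 h SL to 6 h SL. For 0 h to 1 h S they were 0 and 0, with 3354 genes at an unadjusted p under 0.05. The 6 library fits estimate the spread from fewer libraries, and from those of the 2 time points alone. The number of libraries alone does not account for a higher count at H to 0 h. Replicates differed less within H and 0 h (chi-square per degree of freedom 2.70 to 7.44) than within 1 h S (50.3 to 145). A spread shared by all 30 libraries may thus be too large for H to 0 h and too small for 0 h to 1 h S, which was not tested. The cause of the other shifts was not tested.

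A 2-fold minimum left, by construction, fewer genes. It gave 384 higher and 283 lower for H to 0 h, 124 lower for 0 h to 1 h S, 2713 higher for 1 h S to 12 h S, 513 higher and 381 lower for 48 h S to 1 h SL, and 2670 higher and 2347 lower for 1 h SL to 6 h SL. For the lower genes of the next 3 steps it gave 1350, 3370 and 2477. With the length trend of each library removed, 306 genes were higher and 396 lower from H to 0 h.

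Fits that each left out 1 library gave 87 (without H replicate 1) to 258 (without 0 h replicate 3) genes higher and 336 (without 0 h replicate 2) to 742 (without H replicate 3) lower for H to 0 h. All 6 of these fits lie below the counts with all libraries. For 0 h to 1 h S they gave 1 to 1830 higher and 79 to 1102 lower, in both cases lowest without 0 h replicate 3 and highest without 1 h S replicate 1. Without 1 h S replicate 2, 5 were higher. For 48 h S to 1 h SL they gave 589 to 1088 higher and 410 to 645 lower, lowest without 48 h S replicate 2. For 6 h SL to 12 h SL they gave 1629 (without 6 h SL replicate 2) to 2274 higher. Of the genes called from 0 h to 1 h S, 10.5% to 89.1% were kept, against 94.9% to 96.7% from 0 h to 48 h SL.

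The split between higher and lower, as a share of the genes called under each setting, moved with the scaling. Library size alone put the share of higher genes at 69.5% for H to 0 h, where it was 594 of 2048 genes with TMM, 68.0% instead of 37.8% for 0 h to 1 h S, 64.1% instead of 52.1% for 12 h S to 48 h S, 57.1% instead of 45.5% for 6 h SL to 12 h SL, 67.2% instead of 54.1% for 12 h SL to 24 h SL and 78.1% instead of 57.9% for 0 h to 48 h SL. DESeq2 size factors put it at 47.1% for H to 0 h and 38.0% instead of 50.6% for 1 h S to 12 h S. Without the length trend it was 43.6% for H to 0 h, 41.6% for 12 h SL to 24 h SL, 41.7% instead of 53.5% for 24 h SL to 48 h SL, 47.5% for 0 h to 48 h SL and 41.6% instead of 54.6% for 12 h SL to 48 h SL. DML2 (1.12) and ATHB25 (1.17) reversed from below 0 with library size alone, and both were called lower without the length trend (-0.79, adjusted p = 0.00181, and -0.71, adjusted p = 0.000570).

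With an estimated inter-gene correlation no list passed. The medians stayed at 6.29 and 5.22 for antenna proteins, -9.19 and -3.23 for storage proteins, -0.55 for pentatricopeptide repeat proteins from 12 h SL and -1.09 for SR factors from 0 h, since the correlation alters the test alone. SR factors from 0 h were also not called with library size alone (median 0.13, adjusted p = 0.130) or with no filter (-1.07, adjusted p = 0.0326). With fry, core histones from 0 h (1.22, adjusted p = 3.29e-05) and SR factors from 12 h SL (-0.38, adjusted p = 4.90e-05) were called. The latter ranged from -0.54 to -0.25 in fits without 1 library and were called without 12 h SL replicate 1 (adjusted p = 0.00512). Both cleaned lists gave the same calls as the full ones.

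Clusters were matched by shared genes. Without 1 library, the cluster highest at H held 5418 (without 0 h replicate 3) to 10934 genes, that at 48 h S 3239 (without H replicate 3) to 8874 (without 0 h replicate 1), and that at 48 h SL 5581 (without 6 h SL replicate 3) to 12961. The cluster matched to 48 h S also passed 1.5 times its size without 48 h SL replicate 3 (7943) and without 0 h replicate 2 (8830), 48 h S replicate 3 (7786) or 6 h SL replicate 3 (8410), but in the last 3 fits it was highest at 6 h SL. It was also highest at another time point without H replicate 1 or 2, 1 h S replicate 2, 1 h SL replicate 1, 12 h SL replicate 2 or 48 h SL replicate 1. Without H replicate 2 it shared 6 genes with the cluster of all libraries. Where it was highest elsewhere, no cluster of the fit was highest at 48 h S, so its profile changed and not its size alone. In addition, the 48 h SL cluster fell to 5672 without 1 h SL replicate 1 and to 6202 without 12 h SL replicate 2. With centred profiles the sizes were 10813 for the cluster matched to 48 h S, which was highest at 6 h SL, and 3261 for 48 h SL. With complete linkage the cluster matched to 48 h SL held 5672 and was highest at 12 h SL. The class set against 48 h S by the time point of the highest mean of log2(normalised count + 1) alone, 12 h S to 24 h SL pooled, held 10996. The peaks of single genes in the results above are by the mean of the normalised count itself. Inverted isoform ratios numbered 226 with a pseudocount of 1 TPM, 464 with both isoforms above 1 TPM and 116 with bounds of 4 and 0.25. With both isoforms above 1 TPM, 103 genes were anti-correlated and 2275 varied. The range for PIF6 was 3.11 with all libraries, from 1 h S to 24 h SL. Without 1 library it was 2.66 (without 1 h S replicate 2) to 3.75, and it lost its call without each of the 24 h SL libraries.

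Libraries with the same replicate number did not pair. Over 45 pairs per number, the correlations of deviations from the time point mean ran from -0.51 to 0.51, -0.56 to 0.38 and -0.53 to 0.41. Replicate number as a block changed none of 84 results, with 4675 genes for the isoform ratio.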

Other observations

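The tests of mixing and of an earlier start in 1 h S replicate 2, of mitochondrial transcripts in 12 h SL replicate 3, of a length trend and of handling for H and 0 h, and of random groupings for inverted isoform ratios were chosen only after the result was seen.

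Other groupings of the same libraries were tested. Of 24 groupings of the 30 libraries, 1, the real one, gave as many genes with a time effect, and the others gave 47 to 3162. For each of the 11 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many changed genes. With 3 libraries against 3 the share cannot fall below 0.1, so these splits cannot decide. The largest count of another split was 265 genes, at 0 h to 1 h S. For the transcription factors and for the methylation genes 1 of the 10 splits gave as many. For the gene lists, 7 of the 10 splits for 0 h to 48 h SL and 5 of the 10 for 12 h SL to 48 h SL gave as many called lists, so the number of called lists carries little weight. Of 100 groupings, 1 gave as many inverted isoform ratios and 1 as many varying ratios, but 97 gave as many anti-correlated genes. Random groupings of the 30 libraries mix time points within a set, so none of these counts measures what arises without an effect of time.

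Replicate 2 of 1 h S, and replicate 3 to a lower degree, held transcripts of later stages. In 68 genes with at least 50 CPM at 48 h SL and under 0.2% of that in the mean of the H and 0 h libraries, the reads of replicate 2 summed to 9731, against 1099 in replicate 1 and 4822 in replicate 3. Scaled to depth, replicate 3 held 226 CPM of them against 38.6 in replicate 1, and its median excess over replicate 1 was 1.11% of the level of genes highest at 48 h SL. The explanations were tested for replicate 2 alone. Scaled to depth, its sum was 30.6 times the level of replicate 1 (95% limits 28.8 to 32.6, counting error alone), which argues against too few reads. Material of 48 h SL alone is argued against by 128 genes that are highest at another late time point and low at 48 h SL. Their median excess over replicate 1 was 5.02% of their highest level, where a 48 h SL share predicts 1.08%. The set first planned for this, restricted to 24 h SL, held 0 genes, so looser limits were used after that was seen. An earlier start of germination in that sample predicts a larger share for genes highest at 6 h SL than for those highest at 48 h SL, but the ratio of the latter to the former was 1.18. A candidate explanation is a small share of material or reads from several later time points, since the median excess was 3.17% or more for each time point of the highest level with at least 10 genes and at most 7.18%. Whether this arose in the RNA, the library or the sequencing was not tested. Without this library, 1 of the 710 genes of later stages was called higher from 0 h to 1 h S instead of 145. This loss is not specific to that library. The 288 genes called higher in all also fell to 21, 31 and 1 without 0 h replicates 1, 2 and 3. Among the 1 h S libraries that number fell to 5 without replicate 2 and rose to 1830 and 664 without replicates 1 and 3.

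Replicate 3 of 12 h SL had high shares of nuclear ribosomal RNA (13.2%, against 0.351% and 1.07%) and of mitochondrial transcripts (2.79%). Ribosomal RNA reads alone did not shift the count of calls, as 5491 genes changed from 6 h SL to 12 h SL without those loci instead of 5489. Whether the same genes were called was not compared. Less complete removal of ribosomal RNA is argued against by the median log2 ratio of mitochondrial genes to the other replicates, 2.33, which that step would leave unchanged. Less complete selection of polyadenylated RNA may raise both, but snRNA and snoRNA genes, which it was predicted to raise, stood at -0.47. These RNAs are short and may be lost in library preparation, so the explanation stays open. No biological explanation was tested.

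Long genes were raised in 1 h SL replicate 2 relative to the other replicates (Spearman correlation across genes 0.505, genes not being independent). A length bias peculiar to that library cannot be told apart from a general one, since 3 libraries, itself included, had a correlation as large in size. The others were 24 h SL replicate 2 (-0.732) and replicate 1 (0.698), which enter the comparisons of 24 h SL with 12 h SL and 48 h SL.

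From H to 0 h the log2 fold change fell with gene length (Spearman correlation across genes -0.437). The 9 pairs of an H and a 0 h library gave -0.50 to -0.44, and pairs within H or within 0 h at most 0.151 in size. This is consistent with fragmentation of stored transcripts, which weighs more on long ones. With the length trend of each library removed, 29.6% of the changed genes were still called in the same direction. This argues against a length trend of single libraries as the whole cause. The other changed genes were not. Lower genes then numbered 396 instead of 1454, and higher genes 306 instead of 594. A large part of the fall therefore went with the trend. A difference in handling or library preparation between H and 0 h cannot be told apart from the group, since replicates of another time point differed by a length correlation of up to 0.723 and the labels give no batch. Ripening itself stays open and untested.

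The number of unannotated loci with a time effect was 378 here. The log2 expression table that the authors deposited lists 394 such loci. The smaller of the values quoted from the study above leaves out loci that overlap annotated genes, so it is not comparable.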
